# STING activation normalizes the intraperitoneal vascular-immune microenvironment and suppresses peritoneal carcinomatosis of colon cancer

**DOI:** 10.1136/jitc-2020-002195

**Published:** 2021-06-18

**Authors:** Seung Joon Lee, Hannah Yang, Woo Ram Kim, Yu Seong Lee, Won Suk Lee, So Jung Kong, Hye Jin Lee, Jeong Hun Kim, Jaekyung Cheon, Beodeul Kang, Hong Jae Chon, Chan Kim

**Keywords:** immune evation, immunotherapy, interferon inducers, tumor microenvironment, immune reconstitution

## Abstract

**Background:**

Peritoneal carcinomatosis is a fatal clinical presentation of colon cancer, characterized by unresponsiveness to conventional anticancer therapies, including immune checkpoint inhibitors. Here, we elucidated the immune-evasion mechanisms during the peritoneal carcinomatosis of colon cancer and developed a novel immunotherapy by activating the stimulator of interferon genes (STING) pathway.

**Methods:**

We generated a syngeneic peritoneal carcinomatosis model of colon cancer. Mice were intraperitoneally treated with either STING agonist (MIW815, also known as ADU-S100) or PD-1 blockade or both. The tumor microenvironment was comprehensively analyzed using multiplexed immunofluorescence imaging, flow cytometry, and NanoString immune profiling.

**Results:**

Intraperitoneal colon cancer cells induce a massive influx of immunosuppressive M2-like macrophages, upregulate immune checkpoints, and impair effector T cell functions during peritoneal dissemination; these collectively create a highly angiogenic and immunosuppressive milieu that is resistant to anti-PD-1 monotherapy. Intraperitoneal administration of a STING agonist suppressed aberrant angiogenesis, increased pericyte coverage, and normalized tumor vessels, thereby facilitating the infiltration of activated CD8^+^ T cells into peritoneal tumor nodules. Moreover, STING activation reprogramed tumor-associated macrophages toward the M1 phenotype. STING activation converted immunologically cold peritoneal tumors into T-cell-inflamed tumors in a type-I interferon-dependent manner. Lastly, the STING agonist synergistically cooperated with PD-1 and/or COX2 blockade to further suppress the peritoneal dissemination of colon cancer, resulting in complete eradication of tumor and ascites, and inducing durable antitumor immunity.

**Conclusions:**

STING activation can normalize the peritoneal vascular and immune microenvironment, providing a rationale for a novel combination therapeutic strategy for peritoneal carcinomatosis in colon cancer.

## Introduction

Peritoneal carcinomatosis of colon cancer (PCCC) is an uncontrolled dissemination of cancer cells into the peritoneal cavity that is usually considered an end-stage manifestation of the disease.^1 2^ PCCC is known to have poorer prognosis compared with other sites of metastasis.^2 3^ Local and systemic therapies, including immunotherapies, show limited efficacy, making PCCC a major therapeutic challenge that hampers the survival and quality of life of patients with colon cancer.^3–6^

The progression of PCCC is promoted by robust tumor angiogenesis, which generates tortuous and chaotic networks of neovessels.^7 8^ Because these immature vessels are loosely connected and lack adequate pericyte coverage, they are hyperpermeable. This allows the extravasation of massive amounts of plasma fluid and tumor cells into the peritoneal cavity, thus accumulating malignant ascites.^2 8^ Moreover, this vasculature cannot provide consistent blood flow into the peritoneal tumor nodules,^9^ thereby disturbing the efficient delivery of anti-cancer drugs and immune effector cells into the tumor microenvironment (TME).^2 10^ Another important driver of PCCC is tumor-induced immune suppression within peritoneal cavity.^4 11^ In physiological condition, the peritoneal cavity secures immunologic competence against diverse pathogens with abundant dendritic cells, T cells, and various soluble factors in the peritoneal fluid.^11 12^ However, during peritoneal progression of colon cancer, tumor cells evade immunological recognition and destruction, enabling their own survival and rapid dissemination within the peritoneal cavity.^13 14^ Although this peritoneal immune suppression is a decisive step during peritoneal dissemination of colon cancer, the underlying mechanism is poorly understood.

Stimulator of interferon genes (STING) is an innate immune sensor that detects the presence of cytosolic DNA and serves as an important link between innate and adaptive immunity within the tumor.^15–18^ The activation of the STING signaling cascade elicits robust type-I interferon (IFN) responses that activate dendritic cells and stimulate cross-priming of tumor neoantigens to CD8^+^ T cells.^19–23^ Moreover, STING signaling is also involved in the regulation of the tumor vasculature in various malignancies and can stimulate tumor endothelial cells to secrete type-I IFNs, triggering spontaneous and therapeutic antitumor immunity within the TME.^24–27^ Additionally, recent studies unveiled that intratumoral STING activation can remodel the phenotype of the tumor vasculature to enhance endothelial-lymphocyte interactions and facilitate intratumoral trafficking of CD8^+^ T cells.^24 27 28^

Here, we elucidated the establishment of a highly angiogenic and immunosuppressive milieu within the peritoneal cavity during peritoneal dissemination of colon cancer. This unfavorable TME was overcome by intraperitoneal STING activation, which suppressed tumor angiogenesis and rejuvenated peritoneal immunity. These subsequently led to an efficient reduction in the number of peritoneal metastases and malignant ascites volume.

### Material and methods

### Mice and cell line

C57BL/6 mice (7–8 weeks old) were purchased from Orient Bio (Seongnam, Korea). All mice were maintained in a specific pathogen-free animal facility at CHA University (Seongnam, Korea). MC38 colon cancer cell line and ID8 ovarian cancer cell line was obtained from National Cancer Center (Goyang, Korea). The cells were maintained at 37°C with 5% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM) (Biowest) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin.

### Tumor models and treatment regimens

MC38 colon cancer cells (5×10^5^) were intraperitoneally injected into the peritoneal cavity of male C57BL/6 mice to generate peritoneal tumors, as previously described.^8^ ID8 ovarian cancer cells (1.5×10^7^) were intraperiotneally injected into female C57BL/6 mice. The mice were then administered 15 µg of the STING agonist, dithio-(Rp, Rp)-2′,5′-3′,5′-c-diAMP sodium salt (RR-CDA, also known as MIW815 or ADU-S100, Invivogen) by intraperitoneal injection at indicated time points in the figures. The control group was treated with the same amount of phosphate-buffered saline (PBS) instead of the STING agonist. For the T cell depletion study, each depletion group received intraperitoneal injections of anti-IFN α receptor (IFNAR) (200 µg, clone MAR1-5A3, BioXCell), anti-CD8a (200 µg, clone 53–6.7, BioXCell), or anti-CD4 (200 µg, clone GK1.5, BioXCell) antibody at 2 or 3-day intervals. For combination therapy, we performed intraperitoneal injection of anti-programmed cell death protein 1 (PD-1) antibody (250 µg, clone J43, BioXCell) at a given time point in the figures. To inhibit the indoleamine 2,3-dioxygenase (IDO) or cyclooxygenase-2 (COX2) pathway, each inhibitory group was orally administered with epacadostat (100 mg/kg, LEAPChem) or celecoxib (60 mg/kg, Sigma) daily for 10 days.

### Immunofluorescence

For immunofluorescence staining, the tumor tissues were fixed in 1% paraformaldehyde at room temperature (25°C), dehydrated in 20% sucrose overnight, and embedded in tissue-freezing medium (Leica). The frozen samples were sectioned into 20-μm-thick slices, permeabilized with 0.3% Triton X-100 in PBS (PBST) for 3 min at room temperature, and processed with blocking solution (5% normal goat serum in 0.1% PBST) for 1 hour. The samples were incubated at 4°C overnight with the following primary antibodies: anti-CD8 (rat, clone 53–6.7, BD Bioscience), anti-CD4 (rat, clone RM4-5, Invitrogen), anti-CD31 (rabbit polyclonal, Abcam), anti-caspase3 (rabbit polyclonal, R&D System), anti-CD11b (rat, clone M1/70, BD Biosciences), anti-F4/80 (rabbit polyclonal, Abcam), anti-CD206 (rat, clone MR5D3, Invitrogen), anti-iNOS (rabbit polyclonal, Abcam), anti-CD31 (hamster, clone 2H8, Millipore), or anti-NG2 (rabbit polyclonal, Millipore). The sections were washed several times and then incubated for 2 hours at room temperature with the following secondary antibodies: fluorescein isothiocyanate (FITC)-conjugated anti-rat IgG (Jackson ImmunoResearch), FITC-conjugated anti-rabbit IgG (Jackson ImmunoResearch), Cy3-conjugated anti-rabbit IgG (Jackson ImmunoResearch), Cy3-conjugated anti-hamster IgG (Jackson ImmunoResearch), Cy3-conjugated anti-rat IgG (Jackson ImmunoResearch), or Cy5-conjugated anti-rat IgG (Jackson ImmunoResearch). Cell nuclei were counterstained with 4′6-diamidino-2-phenylindole (Invitrogen). Analysis of the samples was performed with a Zeiss LSM 880 microscope (Carl Zeiss).

### Flow cytometry analysis

For flow cytometry analysis, the tumor mass was dissociated into single cells. Prior to antibody staining, red blood cells were removed by the addition of ammonium chloride-potassium lysis buffer (A1049201, Fisher Scientific) for 3 min at room temperature. To distinguish live cells, the cells were processed with Fixable Viability Dye eFluor 450 (65-0863-18, eBioscience) or Fixable Viability Dye eFluor 780 (65-0865-18, eBioscience) on ice for 30 min, followed by treatment with the mouse Fc receptor-binding inhibitor (CD16/31, BD Bioscience, clone 2.4G2) for 15 min at room temperature. The cells were stained using antibodies against CD45 (clone 30-F11, eBioscience), CD3 (clone 17A2, eBioscience), CD3 (clone 145–2 c11, ebioscience), CD8 (clone 53–6.7, eBioscience), CD4 (clone RM4-5, eBioscience), PD-1 (clone eBio4B10, eBioscience), Tim-3 (clone 8B.2C12, eBioscience), Lag-3 (clone C9B7W, eBioscience), CD62L (clone MEL-14, BD Bioscience), CD44 (clone IM7, BD Bioscience), Nos2 (clone CXNFT, eBioscience), F4/80 (clone BM8, eBioscience), Ly6c (clone HK1.4, eBioscience), Arg1 (clone A1exF5, eBioscience), Ly6G (clone 1AB-Ly6G, eBioscience), CD11b (clone M1/70, eBioscience), PD-L1 (clone MIH5, eBioscience), CD11c (clone N418, eBioscience). Flow cytometry was performed using a CytoFLEX flow cytometer (Beckman Coulter), and the resulting statistics were analyzed using Flowjo software (Tree Star, Ashland, Oregon, USA).

### NanoString gene expression analysis

RNA was extracted from tumor tissues using TRIzol (Invitrogen) to perform Nanostring gene expression analysis. RNA quality was verified using a fragment analyser (Advanced Analytical Technologies, Ankeny, Iowa, USA). Immune profiling was performed with a digital multiplexed Nanostring nCounter PanCancer Immune Profiling mouse panel (NanoString Technologies) as previously described. Data analysis was performed using nSolver software (NanoString Technologies). The mRNA profiling data were normalized against the housekeeping gene, and analysis was performed using R software (www.rproject.org).

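The panel carried 20 housekeeping genes beside its 750 immune-related genes, and each sample was scaled by the geometric mean of the counts of these 20. Of the housekeeping genes, 19 had at least 100 counts in every tumor. After scaling, the difference between STING agonist-treated and PBS-treated tumors in a single housekeeping gene lay between -0.22 and 0.18 on the log2 scale.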

### RT^2^ Profiler PCR array

After intraperitoneal injection of MC38 colon cancer cells into C57BL/6 mice, the spleens and tumors were harvested 7 and 18 days later, respectively. Mouse spleen and tumor tissues were dissociated into single cells, and CD45^+^CD3^+^ cells were isolated using a MoFlo XDP cell sorter (Beckman). Total RNA was then obtained from CD45^+^CD3^+^ cells using Trizol Reagent (Invitrogen) and cDNA was synthesized using the RT^2^ First Strand Kit (Qiagen, 330404). Finally, T cell anergy and immune tolerance RT^2^ Profiler PCR arrays were performed with synthesized cDNA (Qiagen, PAMM-074Z). The reactions were performed in a LightCycler 96 system (Roche) and the results were analyzed using LightCycler 96 SW V.1.1 software (Roche) according to the manufacturer instructions.

### IDO activity

For protein extraction from tumor tissues and tumor-draining lymph nodes, tissues were homogenized in DMEM supplemented with 10% fetal bovine serum and protease inhibitor cocktail solution (GenDEPOT). The protein was then quantified using the Pierce BCA Protein Assay Kit (Thermo Fisher, 23227)and Kyn expression was measured using the Kynurenine ELISA kit (ImmuSmol, BA E-2200), following the manufacturer’s instructions.

For further information, see online supplemental methods.

10.1136/jitc-2020-002195.supp1 Supplementary data

### Statistical analysis

Statistical analyses were performed using GraphPad Prism V.7.0 software (GraphPad Software, La Jolla, California, USA). The data are presented as the mean±SD. Statistical significance was assessed by unpaired two-tailed Student’s t-tests or or analysis of variance with Tukey post hoc test. Statistical significance was set at p values less than 0.05.

## Results

### Intraperitoneal colon cancer cells established a highly angiogenic and immunosuppressive milieu within the peritoneal cavity

To investigate temporal changes in the peritoneal cavity during PCCC, MC38 colon cancer cells were implanted into the peritoneal cavity of C57BL/6 mice (figure 1A). At day 7 after implantation, peritoneal membrane was thickened with dozens of small scattered tumor nodules, accumulating a small amount of ascites from tumor neovessels. At day 18, peritoneal cavity was almost filled with numerable metastatic nodules with a large amount of hemorrhagic ascites (figure 1B–D). Without intervention, median survival of PCCC model was approximately 20 days, therefore, most analyses were performed at day 18.

**Figure 1:**
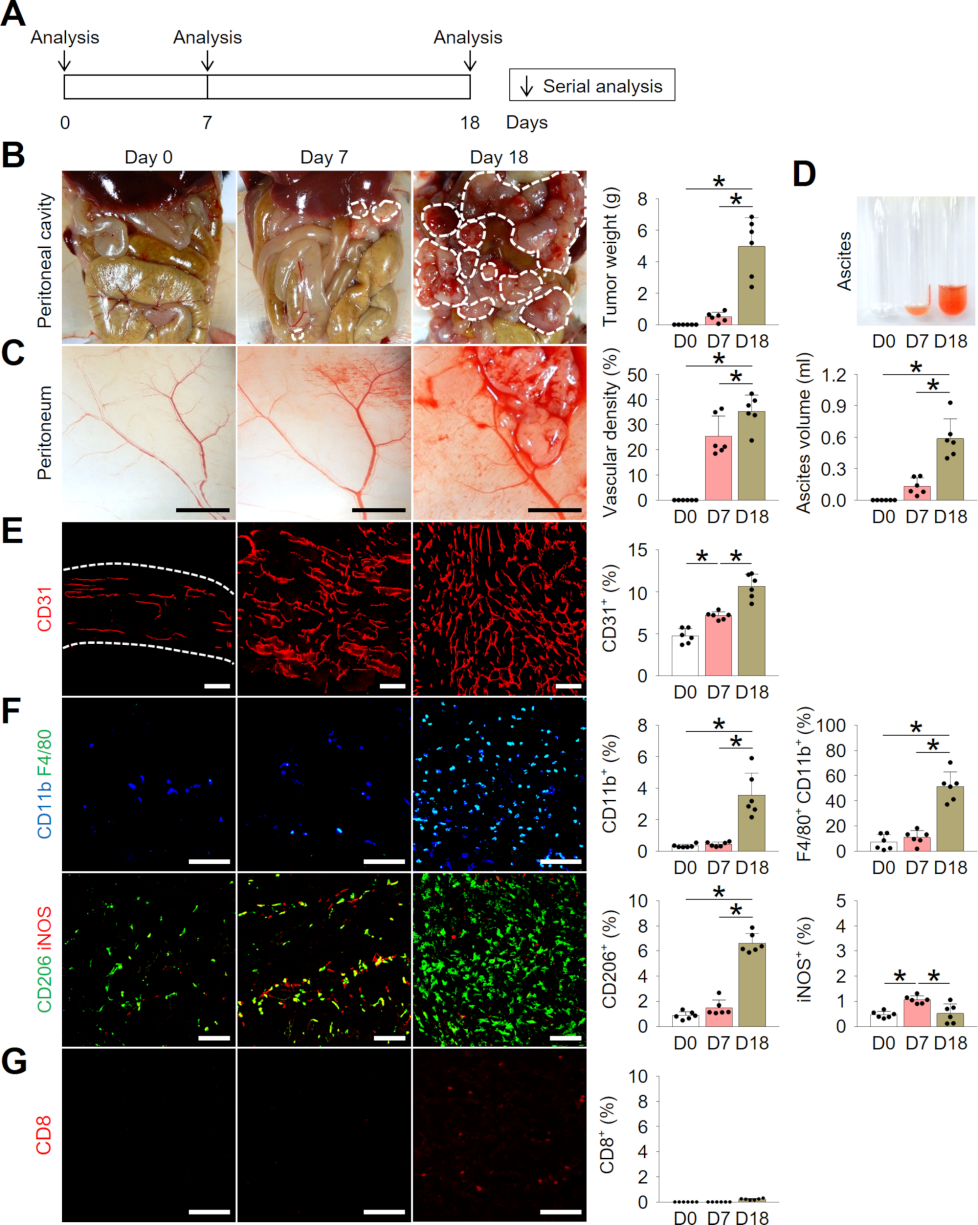
Intraperitoneal colon cancer cells established a highly angiogenic and immunosuppressive milieu within the peritoneal cavity. Mice were intraperitoneally implanted with MC38 colon cancer cells and temporal changes were serially analyzed. (A) Schematic diagram depicting the experimental schedule. (B) Representative images and comparisons of peritoneal tumors. (C) Representative images and comparisons of the peritoneal tumor blood vessels. (D) Representative images and comparisons of malignant ascites over time. (E, F) Representative images and comparisons of CD31^+^ blood vessels (E), and CD11b^+^ F4/80^+^ tumor-associated macrophages (TAMs), CD206^+^ M2-like macrophages, and iNOS^+^ M1-like macrophages (F). (G) Representative images and comparisons of CD8^+^ T cells. Data are pooled from two experiments with n=6 per group (B–G). Values are shown as the mean±SD. *P<0.05; ANOVA with Tukey post hoc test. Scale bar=5 mm (C), 100 µm (E–G). ANOVA, analysis of variance.

Histological analysis revealed that PCCC established a highly angiogenic milieu with robust CD31^+^ tumor neovessel formation (figure 1E). Additionally, analyses of immune cells showed that an increasing proportion of F4/80^+^CD11b^+^ macrophages infiltrated the tumor with the progression of PCCC. Among these macrophages, the proportion of CD206^+^ M2-like macrophages was enriched, compared with that of iNOS^+^ M1-like macrophages (figure 1F). Moreover, there were very few CD8^+^ T cell infiltration within peritoneal tumors, indicating PCCC is a non-T cell-inflamed tumor model (figure 1G). Collectively, these findings suggest that colon cancer cells can establish a highly angiogenic and immunosuppressive milieu during the progression of peritoneal metastasis.

### Intraperitoneal colon cancer cells impaired intratumoral lymphocytes by upregulating multiple immune checkpoints

To examine how the colon cancer cells manipulated lymphocytes within the peritoneal cavity, we isolated T cells and analyzed temporal changes in their phenotypes in the spleen and peritoneal tumor. During the progression of PCCC, intratumoral lymphocytes upregulated immune checkpoint genes, such as *Pd-1* and *Ctla-4*, and downregulated genes involved in T-cell activation and survival (*CD28*, *Il-2, Jak1,* and *Jak3*) (figure 2A). These changes were more apparent in tumor compared with spleen, and in late PCCC (day 18) compared with early PCCC (day 7). Moreover, the expression of *Sell*, a homing receptor for lymphocytes, was evident in the spleen, whereas it was almost undetectable within peritoneal tumors. T cells with terminally exhausted phenotype (PD-1^+^LAG-3^+^CD8^+^ T cells)^29^ were significantly enriched in the TME of the late PCCC compared with that of early PCCC (figure 2B). Finally, intratumoral programmed cell death ligand 1 (PD-L1) expression was also highly upregulated during peritoneal tumor progression (figure 2C). Therefore, our findings indicate that peritoneal colon cancer cells suppress T-cell effector function by inducing various immune checkpoints within peritoneal TME.

**Figure 2:**
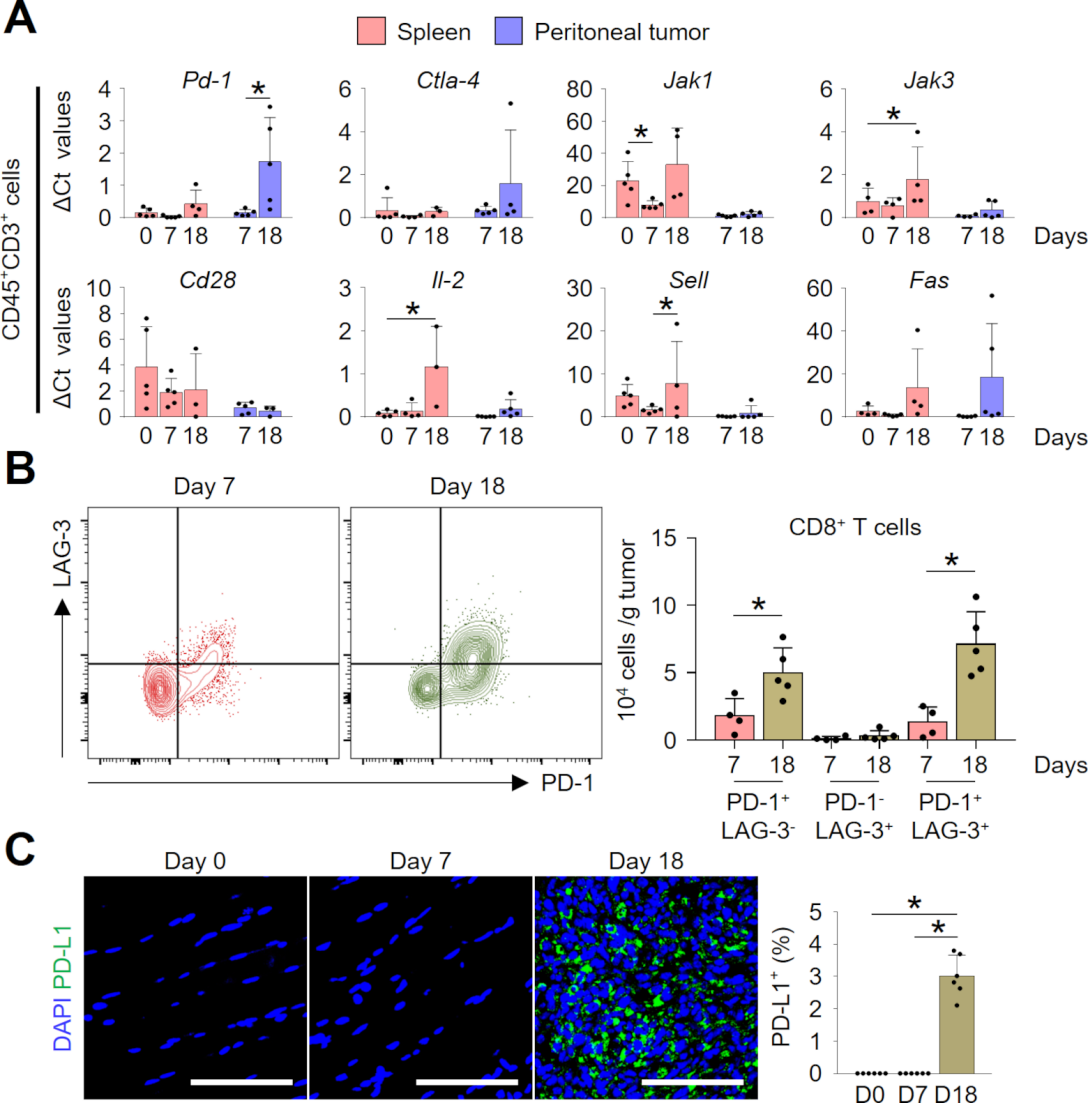
Intraperitoneal colon cancer cells impaired intratumoral lymphocytes by upregulating multiple immune checkpoints. (A) Temporal changes of gene expression levels of splenic and intratumoral CD45^+^CD3^+^ lymphocytes in peritoneal tumor-bearing mice. (B) Representative flow cytometric plot and comparison of intratumoral CD8^+^ T cells expressing PD-1 and/or LAG-3. (C) Representative images and comparisons of tumorous PD-L1^+^ expression over time. Data are pooled from two experiments with n=3–5 per group (A), n=4–5 per group (B), and n=6 per group (C). Values are shown as the mean±SD. *P<0.05; ANOVA with Tukey post hoc test (A, C), Two-tailed Student’s t*-*test (B). Scale bar=100 µm (C). ANOVA, analysis of variance; DAPI, 4′6-diamidino-2-phenylindole.

### STING activation normalized tumor angiogenesis and immunity during peritoneal dissemination of colon cancer

To overcome the immunologically unfavorable peritoneal microenvironment during PCCC progression, we treated peritoneal tumor-bearing mice with intraperitoneal injections of a potent STING agonist, RR-CDA (also known as MIW815 or ADU-S100) (figure 3A). Through a dose-finding study, we determined 15 µg of RR-CDA as an optimal dose to treat peritoneal tumors (online supplemental figure 1A–C). When injected twice every 3 days, RR-CDA markedly reduced the peritoneal tumor nodules and suppressed the accumulation of malignant ascites in the peritoneal cavity compared with PBS-treated control mice (figure 3B).

**Figure 3:**
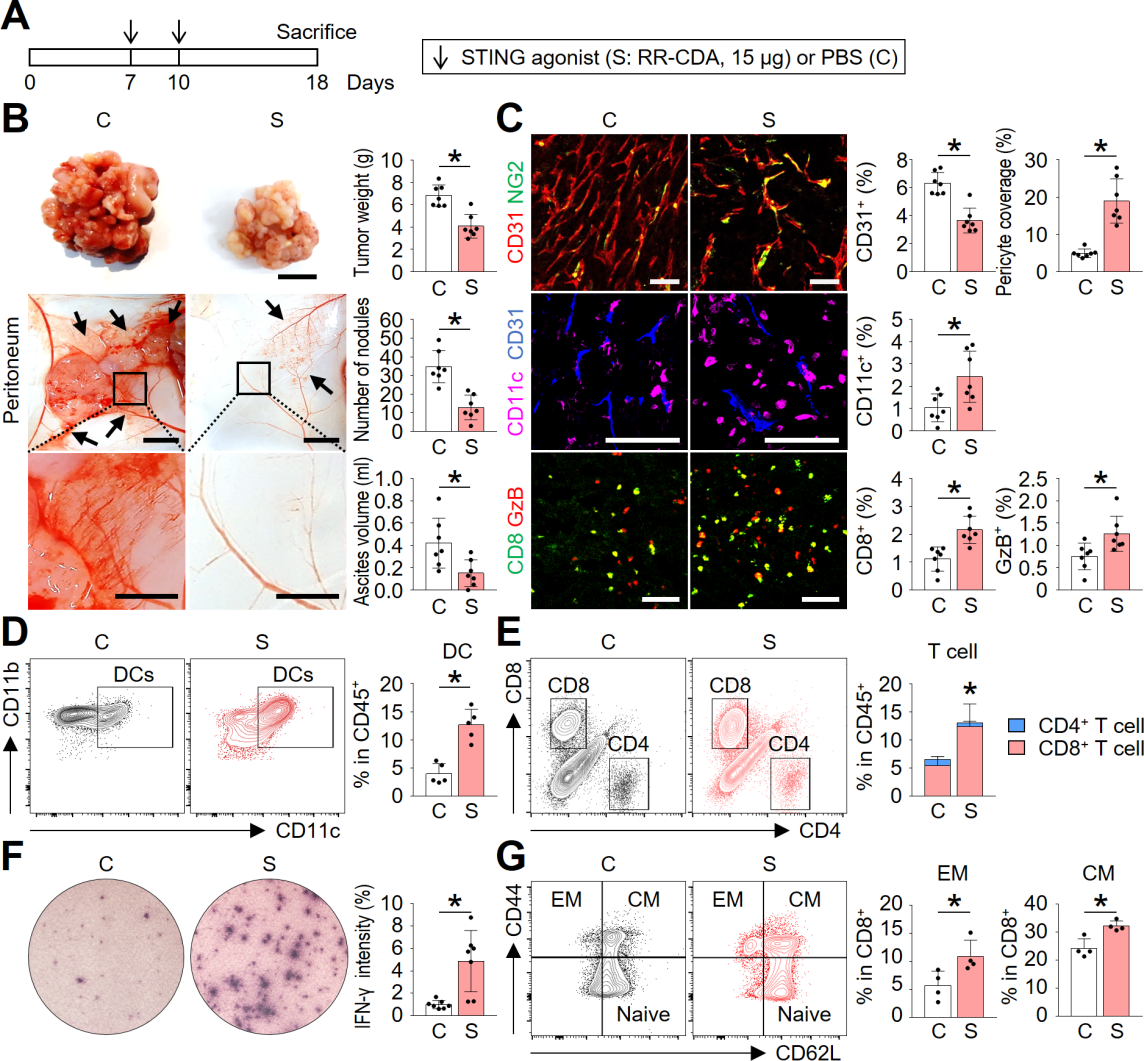
STING activation normalized tumor angiogenesis and immunity during peritoneal dissemination of colon cancer. Mice with PCCC were intraperitoneally treated with phosphate-buffered saline (PBS) or STING agonist. (A) Schematic diagram depicting the treatment schedule. (B) Representative images and comparisons of peritoneal tumor nodules, blood vessels, and malignant ascites in the PBS- or STING agonist-treated mice. (C) Representative images and comparisons of CD31^+^ blood vessels, NG2^+^ pericyte, CD11c^+^ dendritic cells, CD8^+^ T cells, and granzyme B (GzB) within peritoneal tumors. (D) Representative flow cytometric plot and comparison of tumor-infiltrating CD11c^+^ dendritic cells. (E) Representative flow cytometric plot and comparison of tumor-infiltrating CD4^+^ or CD8^+^ T cells. (F) Representative images and comparison of IFN-γ ELISPOT in splenocytes. (G) Representative flow cytometric plot and comparison of effector memory (EM, CD44^+^CD62L^−^) and central memory (CM, CD44^+^CD62L^+^) T cells within the spleen. Data are pooled from two experiments with n=7 per group (B, C, E, F), n=5 per group (D) and n=4 per group (G). Values are shown as the mean±SD. *P<0.05 vs control; Two-tailed Student’s t*-*test. Scale bar=10 mm (B, top), 5 mm (B, middle), 2 mm (B, bottom), and 100 µm (C). IFN-γ, interferon-γ; PCCC, peritoneal carcinomatosis of colon cancer; STING, stimulator of interferon genes.

To unveil the STING-induced changes in the TME, we histologically analyzed tumor blood vessels and tumor-infiltrating immune cells (figure 3C). First, STING treatment reduced CD31^+^ vascular density by 42.1% and increased NG2^+^ pericyte coverage by 3.8-fold compared with PBS-treated control mice, thereby inducing normalization of the tumor vasculature. Next, STING activation induced a 2.3-fold increase in intratumoral CD11c^+^ dendritic cells, a 1.9-fold increase in intratumoral CD8^+^ T cells, and 1.6-fold increase in granzyme B (GzB)-expressing T cells within the peritoneal tumor, compared with control, suggesting the activation of both innate and adaptive immunity within the peritoneal tumor.

Flow cytometric analyses also revealed consistent findings: 3.2-fold increase in CD11c^+^ dendritic cells and 2.2-fold increase in CD8^+^ T cells compared with the control group, while no changes in CD4^+^ T cells were found (figure 3D, E). Increased CD8^+^ T cells in STING-treated mice revealed stronger IFN-γ activities on stimulation with tumor cells in ELISPOT assay compared with control mice (figure 3F). Finally, lymphocytes from STING-treated mice showed 1.9- and 1.3-fold higher frequency of effect memory (CD44^+^CD62L^-^) and central memory (CD44^+^CD62L^+^) CD8^+^ T cells compared with those form control mice (figure 3G).

To confirm whether the antitumor effects of STING agonist is also valid in peritoneal carcinomatosis of cancers other than colon cancer, we treated female mice with peritoneal carcinomatosis of ovarian cancer (ID8) (online supplemental figure 1D). Two intraperitoneal injections of RR-CDA effectively suppressed peritoneal dissemination of ovarian cancer, and reduced the formation of hemorrhagic ascites. (online supplemental figure 1E, F).

Taken together, these results indicate that STING agonist treatment effectively suppressed the progression of peritoneal carcinomatosis and malignant ascites formation by normalizing tumor vessels and promoting peritoneal antitumor immunity.

### STING activation reprogramed immune phenotype of PCCC

Intraperitoneal STING treatment triggered a very rapid type-I IFN response, especially *IFN-β,* which started within 1–4 hours of first RR-CDA administration, followed by dramatic changes in IFN-stimulated genes such as *Isg15, Usp18, Mx1, Mx2, Cxcl10,* and *Ifit3*, within peritoneal TME (online supplemental figure 2A–C). These STING-induced early IFN responses are most evident in intratumoral CD11c^+^ dendritic cells (online supplemental figure 2D). 

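RNA from peritoneal MC38 tumors, which grow from a murine colon cancer cell line injected into the peritoneal cavity of C57BL/6 mice, was measured on a NanoString nCounter mouse immune panel. In this assay each transcript is hybridized to a color-coded probe pair and the codes are counted one by one, without reverse transcription or amplification. The samples were 4 tumors from mice injected with PBS and 4 tumors from mice injected with the STING agonist RR-CDA, given by the paper's schedule as 2 intraperitoneal injections of 15 µg, and collected 10 days after the first. The authors deposited the counts of all 784 probes of each tumor, without normalization or background subtraction. The counts of the 750 immune-related genes summed to between 241724 and 403150 in the PBS-treated tumors (median 293612) and to between 241506 and 414698 in the STING agonist-treated tumors (median 308126). The background, taken as the mean plus 2 SD of the 8 negative control probes of a sample, averaged 8.44 counts, and 613 of the 750 genes had a mean count above it. The counts of PBS controls 2 and 4 differed by no more than sampling noise over the 320 genes with a mean of at least 20 and under 300 counts, with a chi-square of 0.499 per degree of freedom (p = 1.00), where the 11 other pairs of tumors within a group gave 5.42 to 14.9. Over the 43 genes with at least 1000 counts, this pair differed by more than counting error, with 8.32 per degree of freedom against 54.5 to 376 in the other pairs. Controls 2 and 4 were therefore averaged and counted as 1 sample, which leaves n = 3 controls and n = 4 treated tumors. Results with all 8 tumors as separate samples are given beside these where they bear on a statement. The legend of Fig. 4 describes the data as pooled from 2 experiments, and the paper's text does not name the experiment of each tumor, so no comparison within an experiment was possible. Genes were compared with edgeR's quasi-likelihood test on the counts, with the housekeeping scaling as the library size and Benjamini-Hochberg adjustment over the 750 genes. Normalized counts are the counts divided by the scaling factor of the sample, and a fold change is the ratio of the mean normalized counts of the groups. With 3 samples against 4, an exact permutation test runs over 35 arrangements and cannot give a p below 0.029.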

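Over all 750 genes, treatment accounted for 29.9% of the squared distance between samples on the log2(normalized count + 1) scale (pseudo-F 2.13). This was matched or exceeded by 2 of the 35 splits of the 7 samples, the real split included (exact permutation test, p = 0.057). With controls 2 and 4 as separate samples the pseudo-F was 3.22, the setting that moved it most, and no other split reached it (exact permutation test, p = 0.029). In a principal component analysis the controls lay between -19.3 and -0.57 on the first component and the treated tumors between 0.23 and 16.5. The groups met in PBS control 3 and STING agonist 3, which were each other's nearest neighbor. No gene had an adjusted p under 0.05 (lowest adjusted p = 0.171, edgeR's quasi-likelihood test). At an unadjusted p under 0.05, the line drawn in Fig. 4B, 143 genes passed, of which 133 were higher and 10 lower in the treated tumors. With controls 2 and 4 as separate samples, 0 genes passed after adjustment (lowest adjusted p = 0.0594, edgeR) and 201 before it, 186 higher and 15 lower. The Wald test of DESeq2 with the same scaling moved the adjusted count most, to 44 genes, 43 higher and 1 lower. The groups did not overlap in 126 genes that were higher and 11 that were lower, together 18.3% of the panel, where a random split gives 5.71% on average. Genes are not independent of each other and this share was not tested, so the excess alone decides nothing. The median log2 fold change of all genes was 0.21, and it moved to -0.021 when the samples were scaled by TMM normalization instead, under which 87 genes were higher and 40 lower at an unadjusted p under 0.05. Of the 51 genes drawn or labelled in Fig. 4, 19 had an unadjusted p under 0.05, and 7 had an adjusted p under 0.05 when the adjustment ran over these 51 alone, a list the paper took from the same data. The genes with the lowest p among those that rose were Cxcl9, Irf1 and H2-Eb1. Cxcl9 (NM_008599.2), a chemokine induced by IFN-γ, rose from 184 ± 93.5 (SD, n = 3) to 877 ± 320 (SD, n = 4) normalized counts, a log2 fold change of 2.25 (SE 0.44, adjusted p = 0.171, edgeR). H2-Eb1 (NM_010382.2), an MHC class II gene, rose from 48.0 ± 19.2 to 230.1 ± 114 with the same log2 fold change of 2.25 (SE 0.47, adjusted p = 0.171, edgeR). Irf1 (NM_008390.1) rose by 1.01 on the log2 scale (SE 0.21). Among the genes that fell, Snai1 (NM_011427.2) went from 189 ± 25.5 to 111 ± 8.12 normalized counts, a log2 fold change of -0.77 (SE 0.17, adjusted p = 0.171, edgeR). Gfi1 and Hsd11b1 had log2 fold changes of -1.12 (SE 0.33) and -1.25 (SE 0.41), and in Hsd11b1 the groups overlapped. The mean of Gfi1 in the treated tumors, 6.13 normalized counts, lay under the background of 8.44 counts.

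**Figure D1:**
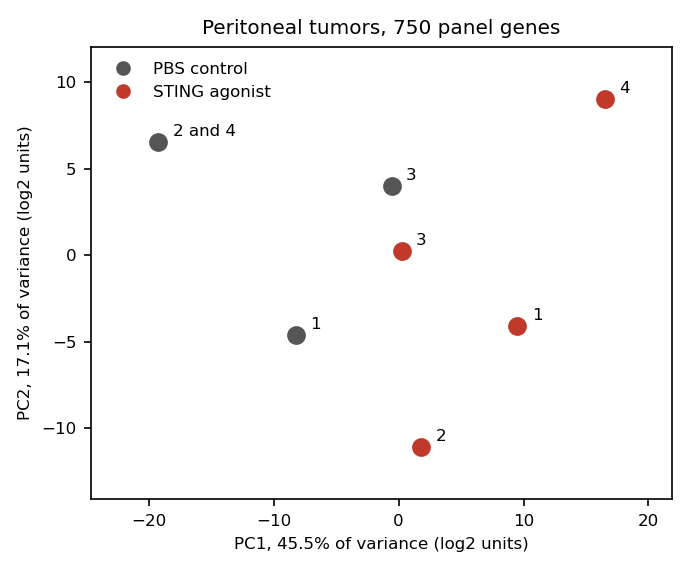
Principal component analysis of log2(normalized count + 1) over the 750 genes, with 1 point per sample (3 PBS controls, with controls 2 and 4 as 1 point, and 4 STING agonist-treated tumors). The x axis is the first component (45.5% of the variance) and the y axis the second (17.1%), and PBS control 3 at -0.57 and STING agonist 3 at 0.23 lie next to each other on the x axis.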

As these initial responses triggered widespread transcriptional reprograming of peritoneal TME, the STING-treated peritoneal tumors became immunologically distinct from control tumors by 10 days after the initial treatment (figure 4A, B). Especially, the expression of genes related to Th1 response, IFN stimulation, and M1-like macrophage phenotype were significantly upregulated in STING-activated tumors (figure 4C). 

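For each group of 6 genes in Fig. 4C, a score was taken as the mean of log2(normalized count + 1) over the genes. The score of the IFN-stimulated genes was 7.64 ± 0.20 (SD, n = 3) in the controls and 8.17 ± 0.18 (SD, n = 4) after treatment. All 4 treated tumors lay above every control (exact permutation test, p = 0.029, the smallest possible, and 0.10 after Benjamini-Hochberg adjustment over 7 gene groups). The M1-like macrophage score rose from 7.58 ± 0.33 to 8.31 ± 0.28, again with 4 of 4 treated tumors above the controls (exact permutation test, p = 0.029, adjusted 0.10). The Th1 score rose from 4.93 ± 0.52 to 5.47 ± 0.34, with 2 of 4 treated tumors above the controls, a difference of 0.54 (exact permutation test, p = 0.171, adjusted 0.40). With all 8 tumors as separate samples, the differences were 0.60 for the IFN-stimulated genes, 0.79 for the M1-like genes and 0.73 for the Th1 genes (exact permutation tests, p = 0.029, 0.029 and 0.114). Of the Th1 genes, Tnf, Cxcr3 and Tbx21 had fold changes of 1.66, 1.28 and 1.19 and Stat4 of 0.759, on means of 7.90 to 20.6 normalized counts, where counting error is large, and Tbx21 turned to -0.015 on the log2 scale with the size factors of DESeq2 and Cxcr3 to -0.075 without controls 2 and 4. Among the IFN-stimulated genes, Ifit2, Irf7, Ifit3, Usp18 and Isg15 had fold changes of 1.57, 1.54, 1.48, 1.41 and 1.29, with overlapping groups in Ifit2, Usp18 and Isg15. Mx1 lay at background, with 2.08 ± 1.03 normalized counts in the controls and 3.55 ± 2.06 after treatment. Among the M1-like genes, Cxcl10 rose from 3030 ± 895 to 5492 ± 1060 normalized counts (log2 fold change 0.86, SE 0.24, adjusted p = 0.175, edgeR). Ccl5 and Ccl2 each had a fold change of 1.55 without overlap of the groups, and Cd86, Il6 and Nos2 had fold changes of 2.02, 1.59 and 1.47 with overlapping groups. From the gene groups of Fig. 4C the paper states that Th1, IFN-stimulated and M1-like genes were upregulated, and it places this after the type I IFN response that began within hours of the first injection.

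**Figure D2:**
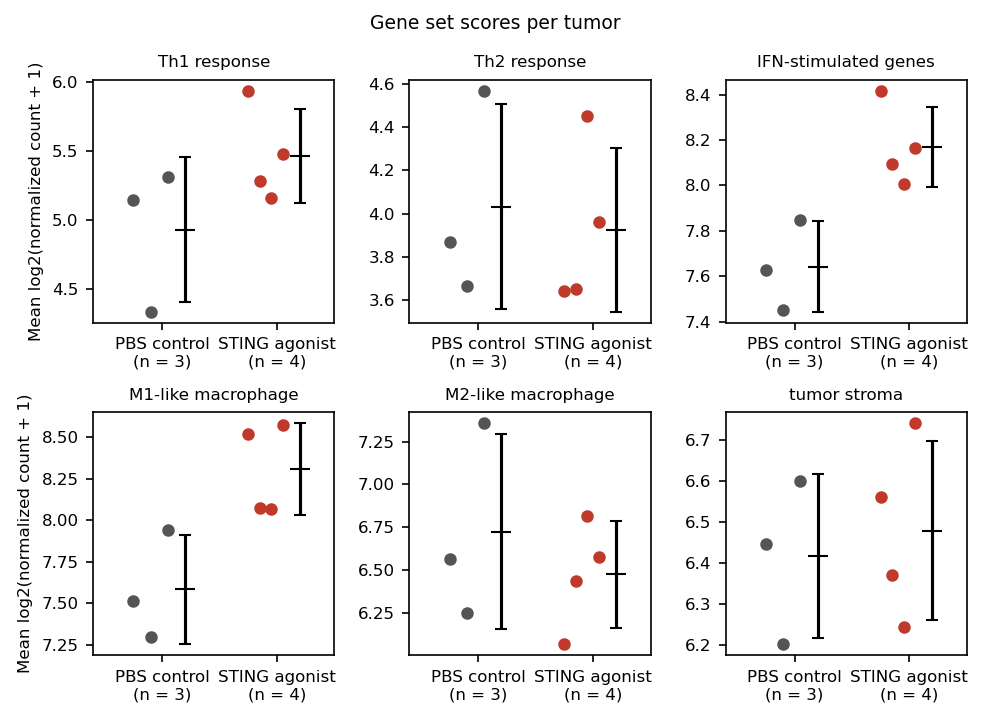
Score of each gene group of Fig. 4C, the mean of log2(normalized count + 1) over its 6 genes, with 1 point per sample (3 PBS controls, with controls 2 and 4 as 1 point, and 4 STING agonist-treated tumors), lines at the mean and bars of 1 SD, each panel with its own y axis. The 4 treated tumors lie above all controls in the panels of the IFN-stimulated genes (means 7.64 and 8.17) and the M1-like macrophage genes (means 7.58 and 8.31), and overlap with the controls in the other panels.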

STING activation also induced immune checkpoint *Pdl1*, which was most strongly upregulated in in CD11b^+^ CD45^+^ myeloid cells, while no significant changes were observed in CD45^–^ cells (figure 4D).

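Pdl1 is listed on the panel as Cd274 (NM_021893.2). Its normalized count was 186 ± 76.8 (SD, n = 3) in the PBS-treated tumors and 436 ± 148 (SD, n = 4) in the STING agonist-treated tumors, a fold change of 2.35 ± 0.80 and a log2 fold change of 1.23 (SE 0.35, adjusted p = 0.175, edgeR's quasi-likelihood test). All 4 treated tumors lay above every control (exact permutation test, p = 0.057). With all 8 tumors as separate samples the fold change was 2.59, the adjusted p was 0.0635 (edgeR) and the exact permutation p was 0.029. Over the other settings, scalings and left-out samples, the log2 fold change of Cd274 lay between 0.99 and 1.61 and its adjusted p between 0.0292, with the Wald test of DESeq2, and 0.407. Of the other checkpoint genes drawn in Fig. 4D, Lag3, Havcr2 and Pdcd1 had fold changes of 1.33, 1.09 and 1.05, and Ctla4 and Tigit of 0.824 and 0.764, none with an unadjusted p under 0.05. In Tigit, 3 of 4 treated tumors lay below every control. The log2 fold changes of Pdcd1 and Havcr2 were -0.15 and -0.0951 under TMM normalization. The score of the 6 checkpoint genes differed by 0.19 on the log2 scale (exact permutation test, p = 0.543). Whole tumor tissue was measured, so these counts do not separate CD45-negative from myeloid cells.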

**Figure 4:**
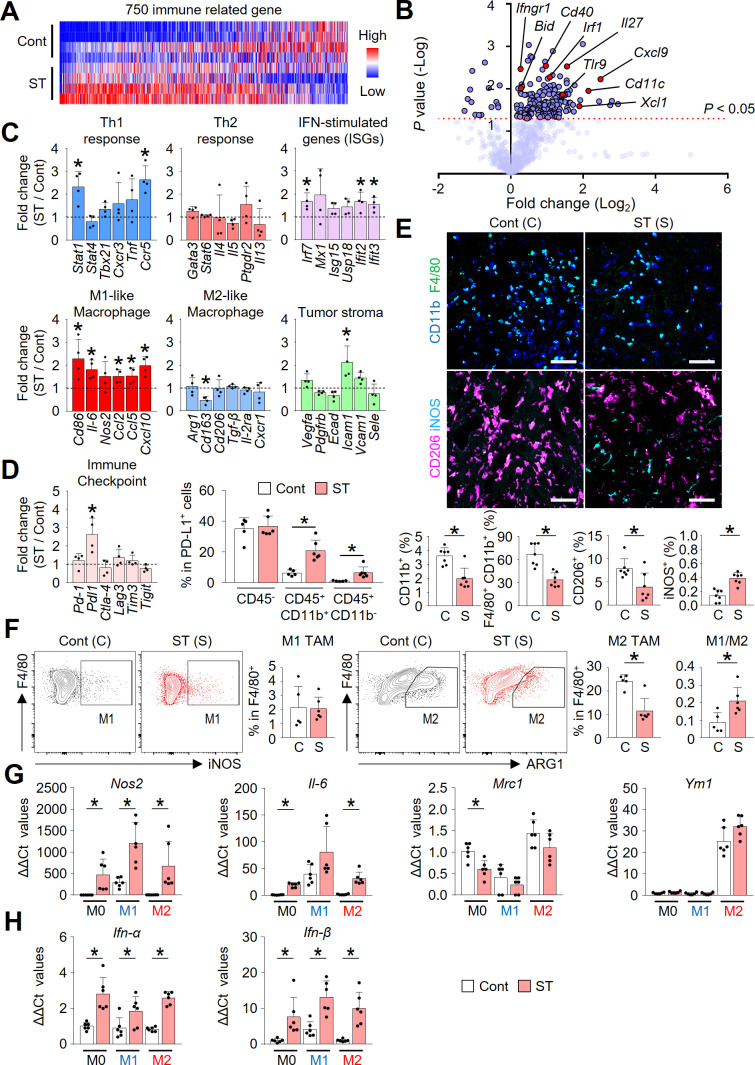
STING activation reprogramed immune phenotype of PCCC. (A) NanoString immune-related gene expression heat map. Red and blue denote upregulated and downregulated genes, respectively. (B) Volcano plot showing the changes of gene expression profiles in STING-activated tumors compared with control tumors. The red line indicates p<0.05. (C) Comparisons of mRNA expression levels for genes related to the Th1 response, Th2 response, IFN-stimulated genes, M1-like, M2-like macrophages, and tumor stroma. (D) Comparisons of transcriptional changes of various immune checkpoints and PD-L1 expression levels in non-immune cells (CD45^-^), myeloid cells (CD45^+^CD11b^+^) and other immune cells (CD45^+^CD11b−) in tumors. (E) Representative images and comparisons of intratumoral CD11b^+^ myeloid cells, CD11b^+^F4/80^+^ TAMs, CD206^+^ M2-like TAMs, and iNOS^+^ M1-like TAMs. (F) Representative flow cytometric plot and comparison of M1-like (F4/80^+^iNOS^+^) and M2-like (F4/80^+^Arginase-1^+^) TAMs in tumors. (G) Comparisons of expression levels of genes related to macrophage phenotypes in bone marrow-derived macrophages (BMDMs) stimulated with PBS or STING agonist. (H) Comparisons of type-I IFNs expression in BMDMs treated with PBS or STING agonist. Data are pooled from two experiments with n=4 per group (A–C), n=4–6 per group (D), n=7 per group (E), n=5–6 per group (F) and n=6 per group (G, H). Values are shown as the mean±SD. *P<0.05; two-tailed Student’s t*-*test. Scale bar=100 µm (E). IFN, interferon; IL2, interleukin 2; PCCC, peritoneal carcinomatosis of colon cancer; PBS, phosphate-buffered saline; STING, stimulator of interferon genes.

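The genes labelled in the volcano plot beyond those of the gene groups were Cxcl9, Irf1, Itgax, Xcl1, Il27, Tlr9, Cd40, Bid and Ifngr1. In each of these 9 genes all 4 treated tumors lay above every control. Itgax, which encodes CD11c, rose from 4.08 ± 1.58 (SD, n = 3) to 17.3 ± 7.17 (SD, n = 4) normalized counts, a log2 fold change of 2.02 (SE 0.49, adjusted p = 0.171, edgeR's quasi-likelihood test). The control mean of Itgax lay under the background of 8.44 counts, as did STING agonist 3 with 8.31 normalized counts, so the size of its rise is uncertain. Cd40 rose from 51.5 ± 14.6 to 100.1 ± 15.2 normalized counts (log2 fold change 0.95, SE 0.27, adjusted p = 0.175, edgeR). Xcl1, Tlr9 and Il27 had log2 fold changes of 1.59 (SE 0.54), 1.16 (SE 0.43) and 1.31 (SE 0.40), and the mean count of Il27 lay under the background of the negative control probes. Bid and Ifngr1 rose by 0.29 (SE 0.15) and 0.24 (SE 0.13), about as much as the median of all genes. In the main comparison neither reached an unadjusted p of 0.05. Scaled to the bulk of the panel, Ifngr1 had log2 fold changes of -0.013 under TMM normalization and -0.026 with the size factors of DESeq2. With all 8 tumors as separate samples, the log2 fold changes of Itgax, Cd40 and Ifngr1 were 2.06, 0.95 and 0.25 (adjusted p = 0.0594, 0.0635 and 0.170, edgeR). Before adjustment, p in that setting was 0.042 for Ifngr1 and 0.062 for Bid (edgeR). Over the 23 alternatives, Ifngr1 had an unadjusted p under 0.05 in 4 and Bid in 3.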

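Of the other gene groups, the Th2 score was 4.03 ± 0.47 (SD, n = 3) in the PBS-treated tumors and 3.93 ± 0.38 (SD, n = 4) in the STING agonist-treated tumors (exact permutation test, p = 0.60). The difference of -0.11 turned to 0.0050 with all 8 tumors as separate samples. Of the 6 Th2 genes, Il4, Il5, Ptgdr2 and Il13 had mean counts under the background of the negative control probes. Gata3 and Stat6 had fold changes of 1.24 and 1.06. The M2-like macrophage score went from 6.72 ± 0.57 to 6.47 ± 0.31 (exact permutation test, p = 0.543), with 1 of 4 treated tumors below all controls. Cd163 fell from 42.5 ± 22.8 to 17.0 ± 5.58 normalized counts, a log2 fold change of -1.32 (SE 0.46, adjusted p = 0.207, edgeR's quasi-likelihood test), with overlapping groups. Mrc1, Il2ra and Arg1 had fold changes of 0.834, 0.869 and 0.982, and Arg1 turned to 0.081 on the log2 scale with all 8 tumors as separate samples. Tgfb1 had a fold change of 1.07, which was -0.15 on the log2 scale under TMM normalization. Cxcr1 lay at background. The stroma score was 6.42 ± 0.20 in the controls and 6.48 ± 0.22 after treatment (exact permutation test, p = 0.714), a difference of 0.063 that turned to -0.17 under TMM normalization. Icam1 rose from 68.4 ± 22.4 to 129 ± 42.2 normalized counts (log2 fold change 0.91, SE 0.33, adjusted p = 0.217, edgeR), and Pdgfrb was lower in all 4 treated tumors than in any control (log2 fold change -0.30, SE 0.18). Vegfa, Vcam1 and Cdh1 had fold changes of 1.41, 1.30 and 0.614 with overlapping groups, and Sele lay at background.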

Consistent with transcriptional changes, histological analysis also revealed that infiltration of CD11b^+^ myeloid cells and F4/80^+^CD11b^+^ tumor-associated macrophages was significantly suppressed in STING-treated mice compared with control mice (figure 4E). Among intratumoral macrophages, CD206^+^ M2-like macrophages were reduced by 50.3%, whereas iNOS^+^ M1-like macrophages were increased by 2.8-fold, suggesting macrophage repolarization toward the M1 phenotype by the STING treatment. Moreover, flow cytometric analyses also displayed an increasing trend in the M1/M2 ratio (figure 4F). Additionally, STING activation decreased CD11b^+^Ly6G^+^ myeloid-derived suppressor cells in tumors (online supplemental figure S3).

We further analyzed the role of STING signaling in the repolarization of macrophages by stimulating bone marrow-derived macrophages in vitro with RR-CDA (figure 4G). Consistently, STING activation resulted in a significant upregulation of the expression of M1 macrophage markers, *Nos2* and *Il-6*, and downregulation of the M2 marker, *Mrc1* (*Cd206*). These changes were accompanied with the upregulation of *Ifn-α* and *Ifn-β* in all subtypes of macrophages (figure 4H), suggesting the potential role of type-I IFNs during STING-mediated regulation of the peritoneal TME.

### Type-I IFN signaling and CD8^+^ T cells are indispensable during STING-induced peritoneal vascular and immune normalization

Because STING signaling is a potent inducer of type-I IFN signaling, we questioned whether STING-induced type-I IFN signaling was responsible for the above-mentioned peritoneal vascular and immune remodeling. We treated peritoneal tumors with the STING agonist in the presence or absence of a neutralizing antibody against type-I IFNAR (figure 5A). IFNAR depletion markedly affected the antitumor efficacy of the STING agonist treatment as well as its suppressive effect on malignant ascites formation (figure 5B). Consistently, the blockade of type-I IFN signaling abrogated the antiangiogenic and vascular normalization effects of the STING agonist within peritoneal tumors (figure 5C). Moreover, IFNAR depletion nullified the effect of the STING agonist on macrophages (figure 5D). Finally, interrupting STING signaling by IFNAR depletion also aborted intratumoral infiltration of CD8^+^ T cells (figure 5E).

**Figure 5:**
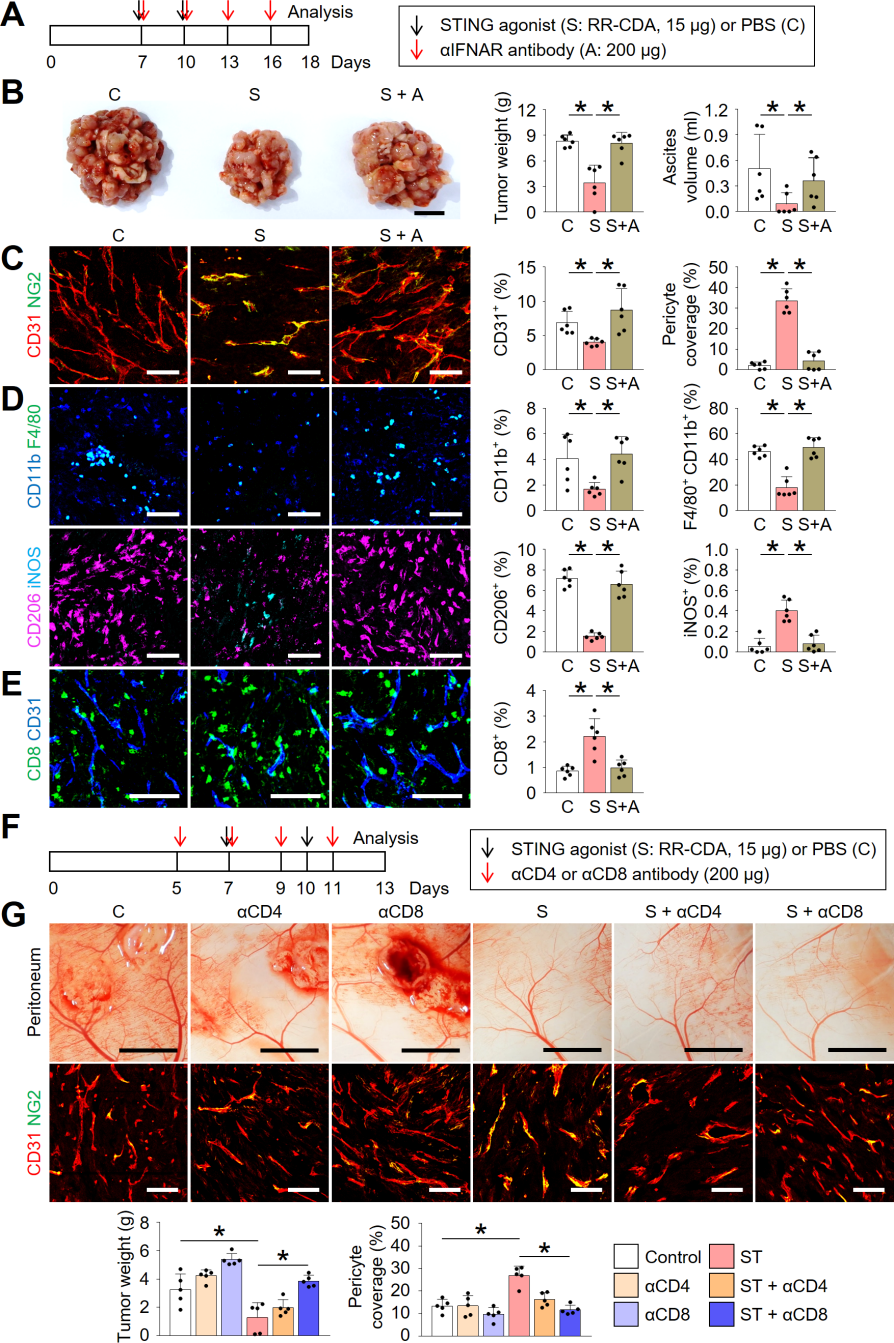
Type-I IFN signaling and CD8^+^ T cells are indispensable during STING-induced peritoneal vascular and immune normalization. Mice were injected with MC38 cells intraperitoneally and treated with STING agonist and/or depleting antibodies against IFNAR (αIFNAR), CD4 (αCD4), or CD8 (αCD8). (A) Schematic diagram depicting the treatment schedule for IFNAR depletion study. (B) Representative images and comparison of the peritoneal tumor burden, and comparison of malignant ascites. (C) Representative images and comparisons of CD31^+^ blood vessels and NG2^+^ pericyte coverages within tumors. (D) Representative images and comparisons of CD11b^+^ myeloid cells, CD11b^+^F4/80^+^ TAMs, CD206^+^ M2-like macrophages, and iNOS^+^ M1-like macrophages within tumors. (E) Representative images and comparison of CD8^+^ T cells within tumors. (F) Schematic diagram depicting the treatment schedule for CD4 or CD8 depletion study. (G) Representative images and comparison of the peritoneal tumor burden, CD31^+^ blood vessels and NG2^+^ pericyte within tumors. Data are pooled from two experiments with n=6 per group (B–E) and n=5 per group (G). Values are shown as the mean±SD p<0.05; ANOVA with Tukey post-hoc test. Scale bar=10 mm (B), 100 µm (C–E), 5 mm (G, top), 100 µm (G, bottom). ANOVA, analysis of variance; IFN, interferon; IFNAR, IFN α receptor; PBS, phosphate-buffered saline; STING, stimulator of interferon genes.

Since the initial type-I IFN response within TME lasts for several days after STING treatment and it was replaced by long-lasting adaptive immune responses thereafter, we next questioned whether the increased T cells after STING treatment have a role during STING-induced TME remodeling. To determine the roles of T cells, we treated peritoneal tumors with STING agonist in the absence or presence of neutralizing antibodies against CD4 or CD8 (figure 5F). Intriguingly, CD8 depletion substantially negated the antitumor and vascular normalizing effects of STING agonist on peritoneal tumors (figure 5G). Overall, these findings indicate that type-I IFN signaling and CD8^+^ T cells are indispensable for STING-mediated tumor vascular remodeling and antitumor immune response.

### Combination immunotherapy of the STING agonist and anti-PD-1 antibody further enhanced antitumor immunity within the peritoneal cavity

Although STING monotherapy suppressed peritoneal tumor growth and elicited strong antitumor immunity, the efficacy was not sufficient to fully eradicate peritoneal colon cancer cells. Moreover, we found that repeated treatment with the STING agonist upregulated intratumoral PD-L1 expression (figure 4D). Therefore, we questioned whether simultaneous blockade of the PD-1/PD-L1 axis could further strengthen STING-induced antitumor immune responses. To examine this hypothesis, we treated peritoneal colon tumors with RR-CDA and/or anti-PD-1 antibody (figure 6A). While PCCC tumors were refractory to the anti-PD-1 monotherapy and partially responsive to STING monotherapy, they responded dramatically to the combination treatment (figure 6B). Combination treatment of RR-CDA and anti-PD-1 led to a 78.2% decrease in tumor burden and a 83.4% reduction in the volume of malignant ascites, in some cases resulting in the complete eradication of peritoneal tumors and ascites (figure 6C). Consistently, malformed tumor vasculature was almost completely normalized and the hemorrhagic leakage from these vessels was markedly reduced by the combination treatment (figure 6D). Combination treatment also resulted in a 74.5% decrease in CD31^+^ microvascular density and a 4.0-fold increase in pericyte coverage within peritoneal tumors, suggesting a strengthened vascular normalizing effects mediated by the combination therapy.

**Figure 6:**
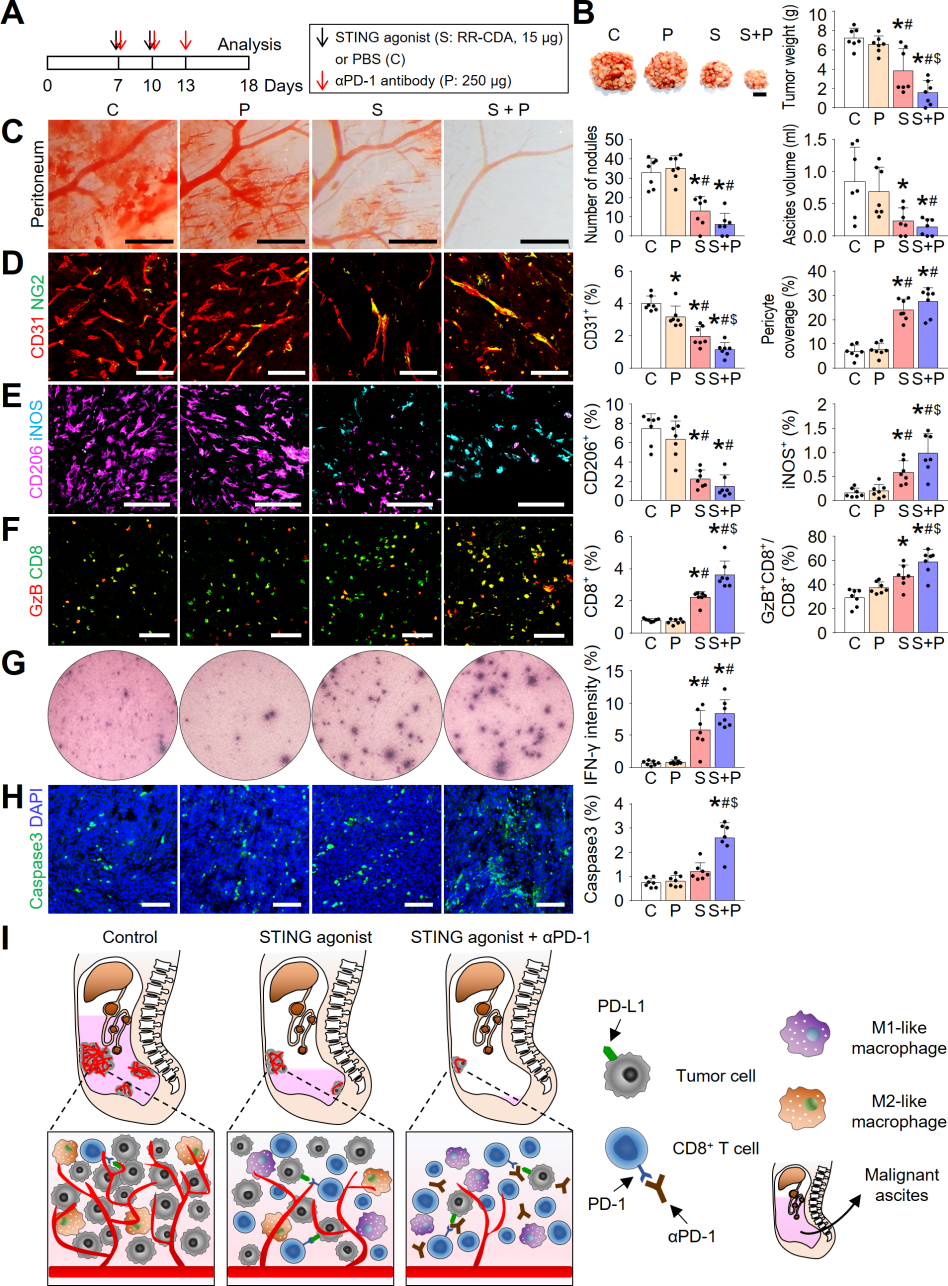
Combination immunotherapy of the STING agonist and anti-PD-1 antibody further enhanced antitumor immunity in PCCC. (A) Schematic diagram depicting the treatment schedule. (B) Representative images and comparisons of the peritoneal tumor burden. (C) Representative images and comparisons of peritoneal tumor nodules and malignant ascites. (D) Representative images and comparisons of CD31^+^ blood vessels and NG2^+^ pericyte coverages within tumors. (E) Representative images and comparisons of CD206^+^ M2-like macrophages and iNOS^+^ M1-like macrophages within tumors. (F) Representative images and comparisons of CD8^+^ T cells and GzB-expressing T cells within tumors. (G) Representative images and comparison of IFN-γ ELISPOT in splenocytes from PBS-treated or STING agonist-treated tumor-bearing mice. (H) Representative images and comparison of caspase 3^+^ apoptotic cells within tumors. (I) Schematic depicting the mechanism by which intraperitoneal STING activation reprograms the peritoneal vascular-immune microenvironment and enhances the antitumor effect of PD-1 immune checkpoint inhibitor. Data are pooled from two experiments with n=7 per group (B–H). Values are shown as the mean±SD. *P<0.05 vs control; #p<0.05 vs P; $p<0.05 vs S; ANOVA with Tukey post hoc test. Scale bar=10 mm (B), 1 mm (C), 100 µm (D–F, H). GzB, granzyme B; IFN-γ, interferon-γ; PBS, phosphate-buffered saline; PCCC, peritoneal carcinomatosis of colon cancer; STING, stimulator of interferon genes.

Next, we analyzed the immunological effects of combination treatment on peritoneal tumors. Specifically, combination treatment with the STING agonist and PD-1 blockade resulted in a 6.0-fold increase in the proportion of iNOS2^+^ M1-lke macrophages and a 79.9% decrease in the proportion of CD206^+^ M2-like macrophages within peritoneal tumors (figure 6E). Furthermore, combination treatment also resulted in a 4.4-fold increase in the proportion of intratumoral CD8^+^ T cells and a 2.0-fold increase in GzB^+^ activated CD8^+^ T cells within peritoneal tumors, compared with control tumors (figure 6F). Consistently, combination treatment induced a robust IFN-γ secretion from intratumoral T cells (figure 6G). As a result of the enhanced antitumor immunity induced by the combination therapy, intratumoral apoptosis was more evident in tumors treated with combination therapy compared with control tumors (figure 6H).

Given these findings, we found that STING agonist and anti-PD-1 antibody combination could effectively remodel peritoneal TME and suppress peritoneal tumor growth, by inducing vascular normalization and antitumor immunity (figure 6I).

### Concurrent blockade of the STING-responsive COX2 signaling pathway can overcome adaptive resistance to STING treatment and induce long-term survival

Although dual combination therapy with STING agonist and anti-PD-1 antibody prolonged overall survival, most mice experienced recurrence, wherein only a fraction of them (<10%) remained tumor-free and showed durable survival (figure 7A, B), indicating an incomplete survival benefit. Recently, Lemos *et al* reported that STING-induced antitumor immunity can be transient and unstable due to STING responsive pathways, such as IDO and COX2, which act as negative regulators of antitumor immunity.^30 31^ To verify possible IDO and COX2 involvement as resistance mechanisms to STING treatment in the PCCC model, we assessed their expression and activity in peritoneal tumors and tumor-draining lymph nodes (TDLNs) following STING agonist treatment (figure 7C, D). Intriguingly, it was found that STING agonist treatment strongly upregulated both *Ido* and *Cox2* and induced IDO enzymatic activity in both tumors and TDLNs. Therefore, STING activation induced immune regulatory pathways, IDO and COX2, which possibly dampen STING-induced antitumor immunity within the peritoneal cavity.

**Figure 7:**
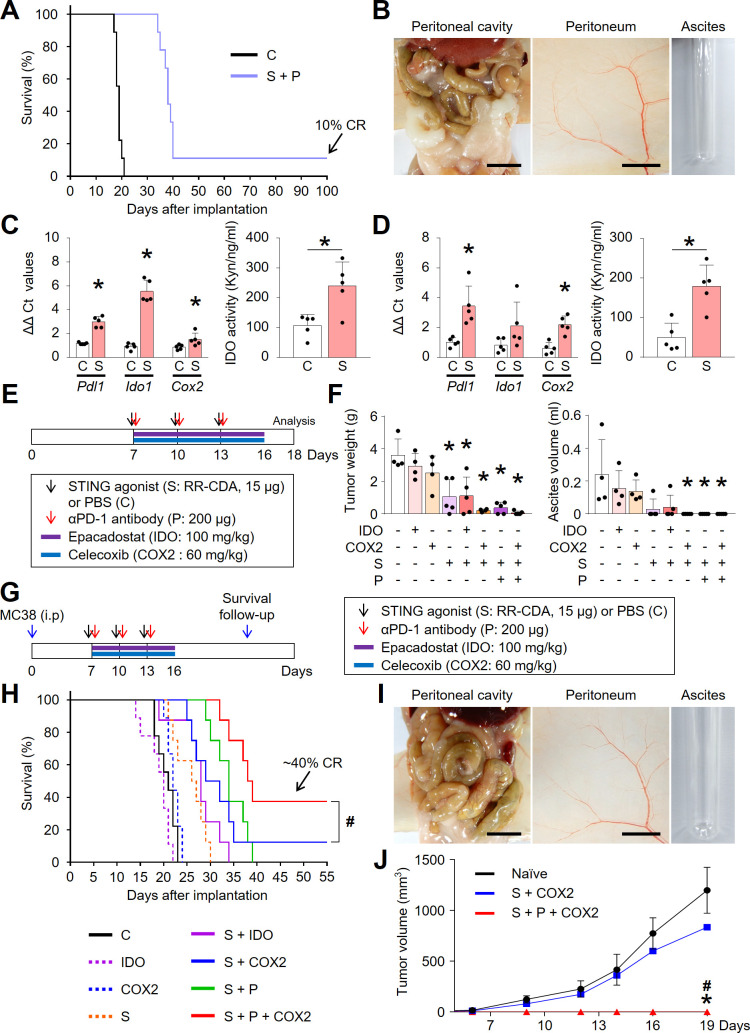
Combination of PD-1 blockade and COX2 inhibitor enhanced STING-induced protective antitumor immunity in PCCC. (A) Kaplan-Meier curves for overall survival. Complete regression (CR) is observed in the combination group. (B) Representative images of abdominal cavity, peritoneum, and ascites in CR mice after dual combination therapy. (C, D) Comparisons of mRNA expression levels of *Pdl1*, *Ido1*, and *COX2* and comparisons of IDO activity in tumor tissues (C) or tumor-draining lymph nodes (D). (E) Schematic diagram depicting the treatment schedule for IDO or COX2 inhibitors. (F) Comparisons of peritoneal tumor burden and malignant ascites. (G) Schematic diagram depicting the treatment schedule for survival analysis and rechallenge. (H) Kaplan-Meier curves for overall survival. ^#^p<0.05, log-rank test. (I) Representative images of abdominal cavity, peritoneum, and ascites in CR mice after triple combination of STING agonist, COX2 inhibitor, and anti-PD-1 antibody. (J) Comparisons of subcutaneous tumor volume in MC38-rechallenged mice. Data are from experiments with n=9 per group (A), n=5 per group (C, D), n=4–5 per group (F), n=8–9 per group (H), n=1–5 per group (J). Values are shown as the mean±SD ^*^P < 0.05 vs control; ^#^p<0.05 vs S+COX2; Two-tailed Student’s *t-*test (C and D) and ANOVA with Tukey post-hoc test (F and J). Scale bar=10 mm (B and I, left), 5 mm (B and I, middle).

Therefore, we tested whether concurrent IDO and/or COX2 blockade could overcome these resistance mechanisms and further enhance STING-based immunotherapy (figure 7E, F). While monotherapy with either IDO (epacadostat) or COX2 inhibitor (celecoxib) had no significant effect on tumor growth and malignant ascites, concurrent blockade of COX2 and/or PD-1 further strengthened the antitumor and anti-ascitic effects of STING agonist. However, combining IDO inhibitor to STING agonist did not provide a significant difference in the PCCC model. Consistently, in survival analysis, triple combination of STING agonist with anti-PD-1 antibody and COX2 inhibitor (S+P + COX2) demonstrated superiority over other combinations, showing ~40% complete response (CR) rates (figure 7G, H). Specifically, mice with CR after triple combination therapy remained recurrence-free (figure 7I).

To confirm protective and stable antitumor immunity, we reinjected MC38 tumor cells subcutaneously into the mice which experienced CR of their initial tumors. Mice which experienced CR after triple combination therapy (S+P + COX2) were completely immune to the regrowth of MC38 colon cancer cells and remained tumor-free, whereas mice which experienced CR after dual combination therapy (S+COX2) were not protected from MC38 tumor cell rechallenge (figure 7J). Therefore, mice treated with triple combination immunotherapy acquired protective and stable antitumor immunity.

Collectively, concurrent blockade of regulatory signaling pathways, PD-1 and COX2, enabled STING-induced antitumor immunity to be more potent and durable against peritoneal tumors.

## Discussion

Our present study unveiled microenvironmental changes occurring in the peritoneal cavity during peritoneal dissemination of colon cancer. Colon cancer cells manipulated angiogenesis and immunity to generate an immunologically unfavorable milieu where T cells are scarce and severely exhausted. Intraperitoneal STING activation reversed this situation; it blocked abnormal neovessel formation and restored peritoneal antitumor immunity, thereby establishing a T cell-inflamed microenvironment that could respond favorably to immune checkpoint blockade. Indeed, combination immunotherapy of STING activation and PD-1 immune checkpoint blockade strongly suppressed PCCC and eradicated the accumulation of malignant ascites within the peritoneal cavity.

Malignant ascites is a grave presentation of PCCC, leading to malignant bowel obstruction and malnutrition in patients with colon cancer.^1 2^ Free-floating colon cancer cells in the peritoneal cavity secrete a major pro-angiogenic growth factor, vasular endothelial growth factor A (VEGF-A), and downregulate tight junction-related genes in the peritoneal endothelial layer, thereby increasing the permeability of peritoneal tumor blood vasculature and promoting the accumulation of ascites.^4 10–12 14 32 33^ In this study, we found that intraperitoneal STING treatment effectively reduced aberrant tumor vessel formation and enhanced pericyte coverage of the remaining tumor vessels, thereby suppressing the formation of malignant ascites within the peritoneal cavity. This STING-induced antiascitic effect seemed to be largely dependent on type-I IFN signaling,^23 34–36^ which was previously reported to mutually antagonize VEGF-A/VEGFR2 signaling.^27 35 37^ Moreover, during peritoneal metastasis, STING-activated type-I IFN signaling also suppressed the recruitment of CD206^+^ M2-like macrophages,^34 38–41^ which are known to be involved in the generation of malignant ascites by promoting leaky tumor neovessels within the peritoneal cavity.^24 42 43^ Further studies will be required to gain an understanding on the major sources and targets of type-I IFN on intraperitoneal stimulation of the STING pathway.

Although immune evasion is one of the most important hallmarks of cancer,^44^ its underlying mechanisms during peritoneal metastasis of colorectal cancer have been poorly understood. In this study, we revealed how colon cancer cells disarmed peritoneal immunity during their peritoneal dissemination. First, colon cancer cells promoted aberrant neovessel formation within the peritoneal cavity that induced a massive influx of immunosuppressive myeloid cells, such as CD206^+^ M2-like macrophages. Intraperitoneal colon cancer cells also upregulated the expression of immune checkpoints, PD-L1, PD-1, and CTLA-4, which led to the dysfunction of T cells within peritoneal tumors.^45–47^ Notably, T cells within peritoneal tumors displayed severe immune dysfunction compared with those within the spleen; they upregulated PD-1, as opposed to interleukin-2 and CD28, which are required for T cell activation and survival. Thus, during the peritoneal dissemination of colon cancer, cancer cells manipulated both immune and vascular components of the peritoneal cavity to debilitate peritoneal immunity and generate a protumoral environment.

Intraperitoneal administration of a potent STING agonist that simultaneously targets peritoneal immunity and angiogenesis can overcome this tumor-induced peritoneal immune suppression. STING activation induced type-I IFN signaling,^16 19 20 26 27 48^ which plays a central role in peritoneal antitumor immunity. Type-I IFNs are known to induce potent antitumor effects by activating dendritic cells, promoting cross-priming of tumor antigens to T cells, and enhancing survival of T cells.^16^ In the present study, intraperitoneal STING treatment activated type-I IFN signaling, increased the number of CD8^+^ T cells, and enhanced IFN-γ production from those CD8^+^ T cells.^34 39^ In addition, intraperitoneal STING activation induced the repolarization of tumor-associated macrophages within peritoneal tumors.^36 38 43^ In our study, peritoneal colon cancer cells extensively recruited F4/80^+^CD11b^+^ macrophages, especially CD206^+^ M2-like macrophages, during tumor progression. Remarkably, intraperitoneal STING activation dramatically reduced the number of F4/80^+^CD11b^+^ macrophages and, in particular, decreased protumoral CD206^+^ M2-like macrophage while increasing antitumoral iNOS^+^ macrophages.

Monotherapy with a STING agonist exhibited outstanding antitumor effects by inhibiting peritoneal carcinomatosis and suppressing the accumulation of malignant ascites through T cell influx and macrophage repolarization. However, repeated STING agonist injections strongly upregulated immune checkpoint molecules, such as PD-1 and PD-L1, within peritoneal tumors,^27^ potentially conferring adaptive resistance to the STING immunotherapy. This suggested that simultaneous blockade of these immune checkpoints was needed to maximize and sustain the antitumor efficacy of the STING agonist.^49 50^ Moreover, STING-responsive pathways, such as IDO and COX2, are also known as negative regulators of antitumor immunity.^30 31^ In the present study, we confirmed that these pathways are rapidly upregulated within hours in both peritoneal tumors and lymph nodes following intraperitoneal STING treatment. Furthermore, our study demonstrated that the concurrent PD-1 and COX2 blockade allowed STING agonist to have a superior and more durable antitumor immunity against PCCC as compared with monotherapy. Therefore, future clinical trials are needed to confirm this combination strategy in PCCC patients that do not respond to conventional anticancer therapies.

In conclusion, intraperitoneal STING activation can overcome the highly angiogenic and immunosuppressive peritoneal environment found in PCCC by normalizing both tumor vessels and peritoneal immunity. STING treatment was most effective when combined with PD-1 and COX2 blockade, resulting in the eradication of peritoneal metastasis and malignant ascites.

## Data Availability

Data are available in a public, open access repository. Data are available on reasonable request. All data generated or analyzed during this study are included either in this article or in online supplemental information file. NanoString data were uploaded into GEO database (GSE159825).

How the deposited data were processed for this re-analysis (not part of the article)

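The samples were 8 peritoneal MC38 tumors, 4 from mice treated with PBS and 4 from mice treated with the STING agonist RR-CDA (2 injections of 15 µg by the paper's methods and results), collected 10 days after the first injection. Groups and replicate numbers were taken from the sample labels, and dose, injections and day from the paper. The authors measured the RNA on the NanoString nCounter PanCancer Immune Profiling mouse panel and deposited the counts of each of its 784 probes, which comprise 750 immune-related genes, 20 housekeeping genes, 8 negative and 6 positive controls. The deposited counts were whole numbers that had not been scaled or background-subtracted, and the lowest count of every sample was 1, so an undetected gene cannot be told from a count of 1. The paper normalizes to housekeeping genes after this step with nSolver and R, and does not state a version or further settings in its text.

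The counts of the 750 genes summed to 241724 to 414698 per tumor. A gene with a mean count near the background of 8.44, the mean plus 2 SD of the negative controls averaged over samples, is measured with a large counting error, and 519 genes had a mean of at least 20 counts. Scaling to housekeeping genes assumes that these do not respond to treatment, and it leaves room for most of the panel to move in one direction. Scaling to the bulk of the panel removes such a shift. Since an immune panel is selected for genes that respond to immune stimulation, neither choice is neutral, and both were computed.

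The design fixed in advance had n = 4 against 4. PBS controls 2 and 4 were then found to differ by no more than counting error over genes of moderate count (chi-square 0.499 per degree of freedom), so the rounded mean of their counts was used as 1 sample and the main results have n = 3 against 4. The results with all 8 tumors as separate samples were added as an alternative after this was seen. Library sizes were set from the geometric mean of the 20 housekeeping genes, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with no covariate, on all 750 genes without a filter, with Benjamini-Hochberg adjustment. Scores of the gene groups of Fig. 4 were means of log2(normalized count + 1) and were compared by two-sided exact permutation over 35 arrangements, with Benjamini-Hochberg adjustment over 7 groups. The separation of the groups over all genes was tested by a pseudo-F on Euclidean distances, with an exact permutation over the 35 splits of the samples into 3 and 4. The edgeR test was tested on simulated data made from the real means and library sizes. Every simulated gene had the same dispersion, which was fixed and not estimated from these tumors. In 5 simulations of 750 genes it called 77.6% of the 200 changed genes, and 2.51% of its calls were false. In 1 simulation with no gene changed it made 0 calls. Since the spread between real tumors was not simulated, these shares do not give the power of the test in these data. In 2000 simulated comparisons with no change, the permutation test gave a p under 0.05 in 3.1%.

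The genes named in the text followed a rule set in advance. They were every gene drawn or labelled in Fig. 4B, 4C and the left panel of Fig. 4D, 51 in all. Single values of some of these genes are not reported here. Further, of the genes with an adjusted p under 0.05 and groups that did not overlap, the 5 with the largest rise and the 5 with the largest fall were to be named, and where a side had fewer than 5, the genes with the lowest unadjusted p filled it to 3. No gene passed, so 3 were named on each side. A list of 26 genes, of which 25 were on the panel, was fixed for the closing section. H2-Aa, H2-Ab1, Cd74, Ptprc and Ambp were named after their values were seen. Of the closing list, 13 genes are given only as a count, a choice made after their values were seen. Of these, 2 had an unadjusted p under 0.05 and 0 an adjusted one.

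Alternatives were TMM normalization (edgeR), size factors of DESeq2, the total count, the positive controls alone, or housekeeping genes with at least 100 counts as the scale; a filter at a mean of 20 counts or at the background; the Wald test of DESeq2 1.42.0, limma 3.58.1, and the per-gene test the paper's statistics section names, on linear and on log2 values; pseudocounts of 0.1 and 20; the fry and camera tests; each tumor left out in turn; and the replicate number as a block. These were set before the data were examined. Added after were all 8 tumors as separate samples, that setting with the per-gene test on linear values, controls 2 and 4 left out together, and the block with all tumors separate. The replicate numbers come from the sample labels, which do not say that they pair animals. Probes were matched to gene symbols through a RefSeq gene table (GRCm38.p6), 727 by transcript, 16 by symbol and 1 by an older symbol, with 6 unmatched. Python 3.11.15 with scipy 1.17.1 was used for permutation tests and figures. The measurements of sorted cells, cultured macrophages, histology and flow cytometry, and of the first hours after injection, were not analysed here.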

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

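The tests in this part were chosen only after the result was seen, except those of hepatocyte markers, of library depth in STING agonist 4, of the share of counts held by the highest genes and of the median over other splits of the samples.

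A few values within the treated group stood far from the others of the group. The gap to the nearest tumor, as a share of the range of the 4 tumors, was 0.872 for Gata3 in STING agonist 4 (lower than the others), 0.934 for Pdcd1 in STING agonist 2 (lower) and 0.902 for Gzmb in STING agonist 2 (lower), each above the 95% limit of Dixon's test for 4 samples. Of 79 genes tested in this way 3 passed the limit, and chance gives 3.95, so no explanation was sought and no biological explanation was tested. The control group, with 3 samples, was not tested.

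The genes of MHC class II, which the paper does not discuss, were among the largest rises on the panel. H2-Eb1 was named by the rule, and H2-Aa, H2-Ab1 and Cd74 were singled out after their values were seen. Their log2 fold changes were 2.65 for H2-Aa, 2.51 for H2-Ab1, 2.25 for H2-Eb1 and 2.48 for Cd74 (adjusted p = 0.171 for each, edgeR's quasi-likelihood test, and 0.00058 to 0.384 over the alternatives), with 4 of 4 treated tumors above every control in each. Their mean log2 fold change of 2.47 lay between 2.1 and 2.8 over the alternatives. A difference in library size was not found (exact permutation test of the total counts, p = 0.971). Scaling to housekeeping genes did not account for it, since the mean was 2.25 under TMM normalization, where the median of all genes was -0.021. More leukocyte RNA in the treated tumors may account for the rise, since Ptprc, the gene of CD45, had a fold change of 2.39. The mean ratio of the 4 genes to Ptprc was higher by 1.2 on the log2 scale, with 4 of 4 treated tumors above every control (exact permutation test, p = 0.0571, and 0.0286 with all 8 tumors as separate samples). Gene by gene the exact permutation p of the ratio was 0.0286, the smallest possible, for H2-Aa (higher by 1.47) and Cd74 (1.2) and 0.0571 for H2-Ab1 (1.26) and H2-Eb1 (0.86), without adjustment for the 4 genes. The mean of the list, the measure the test was set on, does not decide whether leukocyte RNA accounts for the whole rise. Whether it accounts for part of the rise was not tested. Ptprc does not tell kinds of leukocytes apart, so the ratio does not test a change in their mix. The paper reports more CD11c+ dendritic cells after treatment. A response to the STING agonist within the cells present remains a hypothesis.

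Ambp, a gene expressed by hepatocytes and outside those the paper discusses, had 864 counts in STING agonist 4 and 2 to 10 counts in the other samples. Ambp was singled out after its values were seen. RNA from hepatocytes in that tumor sample is a candidate explanation. Of 8 further hepatocyte markers listed before their values were looked at, 8 were highest in STING agonist 4, and their median excess of 3.70 on the log2 scale lay at percentile 100 of 10000 random lists matched on mean count. A deeper library was to show as an excess in the random lists, which had a median of 0.10. The values had already been scaled to housekeeping genes, which removes depth, so these lists could not test it. A control list of mast cell and B cell genes had 0 of 3 highest there. For the IFN-stimulated genes, STING agonist 4 ranked 2 of the 4 treated tumors (score 8.16, against 8.42 in STING agonist 1). Its M1-like score was the highest of the treated tumors (8.58, against 8.52 in STING agonist 1). These ranks differ between scores and do not decide whether the interferon response was stronger in that tumor. Hepatocyte RNA remains a candidate explanation. It may come from liver tissue taken along with the nodule or from a nodule growing into the liver. The counts do not tell these apart. The excess was in 1 tumor of 4.

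More genes were higher than lower after treatment (531 of 750 higher, median log2 fold change 0.21). With the positive controls alone as the scale, which uses no housekeeping gene, the median was 0.232. With the bulk of the panel as the scale, which sets most genes near no change by design, it was -0.021 under TMM normalization, -0.035 with the size factors of DESeq2 and 0.0077 with the total count. The shift therefore depends on the choice of scale. The share of counts held by the 10 highest genes was 36.3% ± 7.34 in the controls and 32.1% ± 1.27 after treatment (exact permutation test, p = 0.286), which gives no sign of a few genes taking the counts. Of the 4 splits of the 7 samples that part as many same-numbered pairs as the real one, 2 gave a median as far from 0, and over all 35 splits, most of which part fewer pairs, 5 did. At an unadjusted p under 0.05, 1 of the 4 splits, the real one, gave as many as 143 genes, and 2 of all 35 did, the other being STING agonist 1, 2 and 4 against the rest with 158 genes. With an adjusted p under 0.05, where the real count was 0 (143 at an unadjusted p under 0.05), 4 of 4 splits gave as many, which any split must and which therefore tests nothing. With 4 such splits no share under 0.05 was possible, and these counts decide nothing. Over all 35 splits, among which the real one alone would have been a share under 0.05, the shares were 5.71% for the unadjusted count and 14.3% for the median.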

How the results depend on the processing

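Only the tests with controls 2 and 4 as separate samples or left out together were chosen after the result was seen. No cause of a change given here was tested unless stated. The count of genes with an adjusted p under 0.05 was 0 (143 at an unadjusted p under 0.05) and rose to 44 with the Wald test of DESeq2 (43 higher, 1 lower), and lay between 0 and 7 over the 8 fits that each left out one tumor. At an unadjusted p under 0.05, the count of 143 lay between 84 and 160 over those fits. Of the 143, 133 were higher and 10 lower, 93.0% higher, against 87 and 40 under TMM normalization, 81 and 45 with the size factors of DESeq2, 68 and 31 with the total count, and 89 and 7 with the positive controls. Of the 143 genes, 31 also had an unadjusted p under 0.05 under every alternative. The median log2 fold change of 0.21 moved to -0.021 under TMM normalization, -0.035 with the size factors of DESeq2 and 0.0077 with the total count, and lay between 0.17 and 0.36 with one tumor left out. Results near 0.2 in size therefore depend on whether housekeeping genes or the bulk of the panel set the scale.

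The pseudo-F for the separation of the groups was 2.13 and 3.22 with all 8 tumors as separate samples (added after seeing the data, exact permutation p = 0.029), and lay between 1.37 and 3.22 over all alternatives.

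The M1-like genes passed under the camera test of edgeR (mean log2 fold change 0.72, adjusted p = 0.0453). That test compares the genes of a group with the other genes of the panel and does not use the score of each tumor. Over the alternatives the adjusted p of the M1-like group lay between 0.0453 and 0.467. The Th2 score difference of -0.11 reversed to 0.19 with genes of a mean of at least 20 counts, to 0.013 with a pseudocount of 20 and to 0.0050 with all 8 tumors as separate samples with or without the replicate block, and lay between -0.28 and 0.16 with one tumor left out. The M2-like score of -0.25 lay between -0.36 and 0.066 with one tumor left out. It was -0.48, -0.49 and -0.44 under TMM normalization, with the size factors of DESeq2 and with the total count. The M2-like genes had an adjusted p of 0.0536 under the camera test (0.0536 to 0.90 over the alternatives). The stroma score of 0.063 reversed to -0.17 under TMM normalization, -0.18 with the size factors of DESeq2, -0.13 with the total count and -0.045 without controls 2 and 4, and lay between -0.023 and 0.16 with one tumor left out. The checkpoint score of 0.19 reversed to -0.047, -0.062 and -0.0037 under the same first 3 scalings. None of these reversals passed a test. The IFN-stimulated score rose under every alternative, by 0.28 to 0.63, and the Th1 score by 0.24 or more.

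Among single genes, log2 fold changes reversed to -0.17 (Stat6), -0.15 (Tgfb1), -0.15 (Pdcd1), -0.0951 (Havcr2), -0.013 (Ifngr1) and -0.00133 (Pecam1) under TMM normalization. With the size factors of DESeq2 they were -0.18 (Stat6), -0.16 (Tgfb1), -0.17 (Pdcd1), -0.11 (Havcr2), -0.026 (Ifngr1), -0.014 (Pecam1) and -0.015 (Tbx21). With the total count they were -0.11 (Stat6), -0.0954 (Tgfb1), -0.18 (Pdcd1) and -0.10 (Havcr2). Without controls 2 and 4, added after seeing the data, they were -0.075 (Cxcr3), -0.15 (Il13), -0.26 (Pdcd1) and -0.085 (Havcr2). Arg1 reversed to 0.16 with limma and with the per-gene test on log2 values, to 0.081 and 0.083 with all 8 tumors as separate samples (edgeR and the per-gene test on linear values) and to 0.22 with the replicate block, which brought Mrc1 to 0.15. With one tumor left out the ranges were -0.18 to 0.61 (Cxcr3), -1.33 to 0.23 (Il4), -0.071 to 1.05 (Il13), -0.38 to 0.77 (Arg1), -0.58 to 0.083 (Mrc1), -0.79 to 0.34 (Cxcr1), -0.038 to 0.54 (Pdcd1) and -0.051 to 0.37 (Havcr2). Of the named genes' results under the alternatives, 1529 kept their direction and side of the threshold, 18 passed it only under the alternative and 38 reversed. Il4, Il13, Cxcr1 and the other genes near background are limited by depth, at under 8.44 counts.

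The deviations of same-numbered tumors had a mean correlation of -0.077 (-0.11 to -0.044), so the numbers gave no sign of pairing. With the replicate number as a block, 0 genes had an adjusted p under 0.05 and 172 an unadjusted one. The block set in advance was not run with controls 2 and 4 as 1 sample, which would carry both numbers, and was run with all 8 tumors separate instead.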

Differences from the paper's values

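Only the tests with all 8 tumors as separate samples or without controls 2 and 4 were chosen after the result was seen. The 51 fold changes drawn or labelled in Fig. 4 were compared with bars and points read by eye, and 49 lay within the replicate SD or within 1.5-fold of the figure. For a fold change with any tumor at or under the floor of 3 counts, which inflates the SD, only the 1.5-fold criterion was used. With all 8 tumors as separate samples, a setting chosen after seeing the data, 49 of 51 lay within 0.1 of the value read. The exceptions were Ptgdr2 and Il13.

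For Ptgdr2 the paper's value is about 1.6 in Fig. 4C, read by eye, and the value here was 0.684. None of the alternatives set before the data were examined brought it within 1.5-fold of the paper's value, although with PBS control 3 left out the gap, at a fold change of 0.893, was smaller than the SD of 0.947. For Il13 the paper's value is about 0.67 in Fig. 4C, read by eye, and the value here was 1.24, a gap smaller than the replicate SD of 0.634. Of the alternatives set before the data were examined, leaving out STING agonist 4 gave a fold change of 1.00, within 1.5-fold of the paper's, and the others did not come within 1.5-fold. Leaving out controls 2 and 4 together, chosen after seeing the values, gave 0.888, also within 1.5-fold. Both genes lay near background.

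Arg1 was on the other side of 1, with the paper's value about 1.1 in Fig. 4C, read by eye, and 0.982 here, a gap smaller than the replicate SD.

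Of the 13 genes that carry an asterisk in Fig. 4C or 4D, 12 had an unadjusted p under 0.05 with edgeR's quasi-likelihood test and 0 an adjusted one. Il6 did not (fold change 1.59). Il6 passed at an unadjusted p under 0.05 when PBS control 3 was left out, an alternative set before the data were examined, and with the replicate block and all 8 tumors as separate samples, chosen after seeing the data. With the per-gene test the paper's statistics section names on linear values and all 8 tumors as separate samples, also chosen after seeing the data, 11 of the 13 passed, without Il6 and Cd163. With DESeq2's Wald test 3 of the 13, Cxcl10 and Cd274 among them, had an adjusted p under 0.05. Of the 29 genes without an asterisk, 0 had an unadjusted p under 0.05 in the main comparison, Usp18 and Isg15 had one with edgeR and all 8 tumors as separate samples, and Pdgfrb had one with the per-gene test on linear values and all 8 tumors as separate samples.

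The paper states that the treated tumors became distinct from the control tumors. The exact permutation p for their separation was 0.0571 with controls 2 and 4 as 1 sample and 0.0286 with all 8 tumors as separate samples. The paper states that genes related to the Th1 response rose, and draws them gene by gene. For the score over its 6 Th1 genes, a measure the paper does not use, the exact permutation p was 0.171, and it was 0.0286 (0.133 after adjustment, and 0.133 to 0.90 over the alternatives) with the filter at a mean of 20 counts, an alternative set before the data were examined that leaves few genes in the score.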

Other observations

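The tests of controls 2 and 4, of the bars of Fig. 4C and of ratios to Ptprc were chosen only after the result was seen.

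PBS controls 2 and 4 hold nearly the same profile. Their log2 counts had a correlation across genes of 0.993, against 0.954 to 0.974 for the 11 other pairs within a group, where genes are not independent replicates. Their counts had a chi-square of 0.499 per degree of freedom over genes with a mean of at least 20 and under 300 counts. The total of control 4 was 0.802 of that of control 2 for the immune-related genes, 0.798 for the housekeeping genes and 0.823 for the positive controls. A second measurement of the same RNA is a candidate explanation, although independent counting would give about 1 rather than a value below it, and the genes with at least 1000 counts differed by more (8.32). The lowest value of any other pair within a group, 5.42, argues against 2 similar tumors of the same experiment. It does not exclude them, since the paper's text does not say which pairs share an experiment. A mislabelled sample was not tested. No biological explanation was tested.

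In Fig. 4C the directions of Ptgdr2 and Il13 are opposite to the values here, and a candidate explanation is that the bars of these genes are exchanged. With all 8 tumors as separate samples, the value of each gene lay within 0.0484 of the bar of the other, read by eye. Both genes lay near background, and the panel carries another probe for Ptgdr2, also near background. No biological explanation was tested.

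The paper reports fewer CD11b+ and F4/80+CD11b+ cells by histology after treatment. On the panel, RNA of markers of these cells was not lower. Emr1, the gene of F4/80, had a fold change of 2.46 and Csf1r of 1.96, with 4 of 4 treated tumors above every control (exact permutation test, p = 0.029 for each), and Itgam, the gene of CD11b, and Cd68 had 1.4 and 1.24 with overlapping groups. After adjustment none passed (adjusted p = 0.191, 0.323, 0.563 and 0.516, edgeR's quasi-likelihood test). The 4 log2 fold changes stayed above 0 under every alternative, down to 0.041 for Cd68. More leukocyte RNA in the treated tumors may account for this. The mean log2 ratio of the 4 genes to Ptprc fell by 0.41, with 4 of 4 treated tumors below every control, but the exact permutation p of 0.0571 (0.0286 with all 8 tumors as separate samples) does not decide it. The fall lay in Itgam (-0.74) and Cd68 (-1.03), while the ratio of Emr1 rose by 0.14 and that of Csf1r differed by -0.013. RNA of a marker per tissue and the area stained for it are different measures.

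Other genes of the list fixed in advance, for which the paper reports protein, histology or other samples, had these fold changes. Cd8a had 2.42 ± 1.2 (SD, n = 4), Ifng 2.09 ± 0.91, Ido1 2.82 ± 1.3, Ptgs2 2.37 ± 1.6, Gzmb 1.24 ± 0.31, Prf1 0.771 ± 0.26 and Pecam1 1.19 ± 0.27. Of these, Ido1 had all 4 treated tumors above every control (adjusted p = 0.181, edgeR, and 0.0381, with the Wald test of DESeq2, to 0.408 over the alternatives). The control mean of Ifng, 6.16 normalized counts, lay under the background of 8.44 counts. Pecam1, the gene of CD31, turned to -0.00133 on the log2 scale under TMM normalization.

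Genes outside Fig. 4 made up most of those whose groups did not overlap, with 108 higher and 10 lower. A random split gives 5.71% of genes on average, and this share was not tested.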
